A study of Mus musculus with 10 samples. Its data were reported in "A unique poly(A) tail profile uncovers the stability and translational activation of TOP transcripts during neuronal differentiation" (2023).

How the data were processed

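P19 mouse embryonal carcinoma cells, a pluripotent cell line, were transfected with a control siRNA (siCtl) or an siRNA against Larp1 (siLarp1), and their RNA was sequenced as native molecules on Oxford Nanopore flow cells. The data comprised 10 libraries: 3 siCtl and 3 siLarp1 libraries at 24 h, and 2 siCtl and 2 siLarp1 libraries at 48 h. Per the study's methods, cells for the 48 h time point were transfected again 24 h after the initial transfection. Groups were taken from the labels of the samples. The deposited table names its libraries 19, 21 and 22 (24 h) and 24 and 25 (48 h) in both treatments; which labelled replicate each library is was not stated, so these library numbers are used as names. Per the study's methods, replicates were barcoded and pooled. At 24 h the siCtl and the siLarp1 libraries formed separate pools, so that pool and treatment cannot be told apart there, whereas the 4 libraries at 48 h shared 1 pool. In that pool siCtl had the barcodes 1 and 3 and siLarp1 the barcodes 2 and 4, so that barcode and treatment cannot be told apart. The methods state 2 independent multiplexed libraries per condition at 24 h. These are counted here as 1 pool per treatment. Each 24 h pool was sequenced in 3 runs and the 48 h pool in 2.

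The authors called bases with Guppy, assigned reads to barcodes with Deeplexicon, aligned them with Minimap2 to mouse transcripts (build mm10, a GENCODE annotation) together with repeats and RNA standards, and estimated the poly(A) tail of each read with Nanopolish. The deposited table holds 1 line for each read and aligned sequence, with the tail length in nt, a quality tag for that estimate, the confidence of the barcode as a fraction and the mapping quality as a score, and it had not been filtered on any of these. The deposited values are therefore measurements of single molecules, and neither counts per transcript nor normalized values were part of the table. It held 2652217 alignments of 2577272 reads, of which 2583495 alignments were to annotated transcripts, 67817 to repeats and 905 to RNA standards. A share of 2.32% of the reads had alignments to more than 1 sequence.

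Alignments to annotated transcripts whose tail estimate carried the quality tag PASS were kept. Mitochondrial transcripts and pseudogenes were left out of the comparisons, because mitochondrial tails are made separately and pseudogenes share reads with their parent genes. This left 2042110 alignments, from 112720 to 423398 per library. A kept read was assigned to the <30-nt class when its tail was shorter than 30 nt, and to the ~60-nt class when its tail was 30 to 90 nt long, following the names the study gave to these classes. The TOP list held 96 genes, 79 for ribosomal proteins and 17 for other mRNAs known to carry a 5′-terminal oligopyrimidine motif. It was written from general knowledge before the data were examined, as were the tests, the alternatives and the rule for named genes, except where stated. The list of the study itself was not used here. All other transcripts were called non-TOP. Among these are transcripts of genes named as copies of ribosomal protein genes.

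The share of reads in each tail class was computed for each library, for all, TOP and non-TOP transcripts, and groups were compared by an exact permutation test of the difference between group means over all relabellings of the libraries of a time point (two-sided). With 3 against 3 libraries this test cannot give a p-value below 0.1, and with 2 against 2 none below 0.333. A stratified exact test therefore permuted the treatment labels within each time point, with 120 arrangements and a smallest p-value of 0.0167. The difference between TOP and non-TOP transcripts was taken on the log2 odds scale, with 0.5 added to each tally. The p-values of the 16 tests on both time points were adjusted together by the Benjamini-Hochberg method.

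For each transcript with at least 30 reads over the libraries of a time point, the fold change of a tail class was log2 of the mean share in siLarp1 libraries over that in siCtl libraries, each with a pseudocount of 1 percentage point, which understates the change of transcripts with low shares. TOP and non-TOP transcripts were compared by a permutation version (100000 resamples, two-sided) of the unpaired Wilcoxon test that the study used. The smallest p-value this test can give is 1e-05. Transcripts are not independent replicates, so the comparison at the level of libraries stands beside it. In 200 simulations of 1000 transcripts without a shift, this test gave p under 0.05 in 4.5%, and with a shift of 0.5 in 99.5%.

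Single transcripts were tested with limma 3.58.1 in R 4.3.3 on the log2 odds of a tail class, with binomial precision weights and Benjamini-Hochberg adjusted p-values under 0.05 as the threshold. A transcript also needed reads in at least 2 libraries of each group. Abundance was tested on the reads tallied per gene with limma voom, scaled to the kept reads of each library, for genes with at least 30 reads at the time point. The TOP list was tested as a set with camera at its preset correlation and with fry. The siLarp1 effects at both time points were compared with an interaction term. Reads were tallied and tested for permutations in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3.

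The fits were tested on simulated data drawn from the real tallies, with up to 200 changed features and, for tail classes, at least 100 reads per transcript. For changes of 4-fold in the odds of the <30-nt class among 1891 transcripts at 24 h, the planned fit recovered 1% of the changed transcripts. The ~60-nt class, with far more reads, gave 69.5%. For 2-fold changes in abundance among 4587 genes at 24 h, 35.6% of the changed genes were recovered. At 48 h, the planned fit recovered 0.5% of the changed transcripts in the <30-nt class among 797 transcripts, and 79.5% in the ~60-nt class. The planned fit of the <30-nt class has therefore almost no power for single transcripts, and a quasi-binomial logistic model with moderated dispersion was added after seeing the data. It recovered 10.1% of the changed transcripts among 1784 at 24 h and 11.6% among 755 at 48 h.

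Alternatives fixed before the data were examined were other limits of both tail classes, all quality tags, a barcode confidence of at least 0.9, mitochondrial transcripts and pseudogenes kept, a TOP list of ribosomal protein genes alone, each transcript counted once, median tail lengths, another pseudocount, reads pooled over replicates, read minimums of 1 and 100, genes in place of transcripts and transcripts in place of genes, non-TOP transcripts matched on read number, percentages without weights, a joint fit of all 10 libraries, median-of-ratios size factors, limma with trend, the library number as a replicate block, and leaving out each library in turn. Added after seeing the data were 1 alignment per read, a mapping quality of at least 30, the logistic model, libraries thinned to equal depth, each sequencing run of the 48 h pool alone, non-TOP transcripts matched to TOP transcripts on length, and non-TOP transcripts without copies of ribosomal protein genes. Transcript lengths, positions and exon numbers came from the GENCODE release 21 annotation of the same mouse genome build (GRCm38), matched by transcript identifier.

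Whether libraries with the same number deviate together was checked from the correlation, across genes, of their deviations from the group means at 24 h. The correlations of abundance were 0.213, 0.470 and 0.474 for the numbers 19, 21 and 22 over 335 genes, so the numbers were taken to pair these libraries for abundance. The same number also meant the same barcode in both pools, so that shared preparation and shared barcode cannot be told apart. For the <30-nt class the correlations were 0.0664, 0.155 and 0.108 over 329 transcripts, and not every one was above the limit of 0.1 set for pairing.

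The genes named below follow a rule fixed beforehand: Larp1 as the target, Rpl4 as the transcript the study points out, the 5 TOP transcripts with the most reads, and in each test up to 5 features with the smallest adjusted p-value among those under 0.05 whose replicates do not overlap between groups. Genes named outside this rule are marked as chosen after their values were seen. Confidence intervals of single shares are 95% Wilson intervals, and a count of 0 was taken to allow up to 3 reads. These cover counting error alone. Reads of near-identical transcripts, such as those of ribosomal protein genes and their copies, could be split by the alignment, so that values of single ribosomal protein transcripts are uncertain in this respect.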

Results

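Poly(A) tail lengths of single RNA molecules were compared between P19 cells with a control siRNA (siCtl) and P19 cells with an siRNA against Larp1 (siLarp1), a protein that binds mRNAs with a 5′-terminal oligopyrimidine motif (TOP mRNAs). There were 3 siCtl and 3 siLarp1 libraries at 24 h, and 2 siCtl and 2 siLarp1 libraries at 48 h. The comparison addresses which transcripts change their tails when Larp1 is lowered. The deposited table gave between 146734 and 557313 alignments per library, and 81.4% of all alignments carried a tail estimate of PASS quality. After mitochondrial transcripts and pseudogenes were left out, the siCtl libraries at 24 h held 289738, 344246 and 423398 alignments. The siLarp1 libraries at 24 h held 119863, 133757 and 157054. At 48 h the siCtl libraries held 112720 and 178704 alignments, and the siLarp1 libraries held 162076 and 120554. Depth at 24 h was therefore lower in each siLarp1 library than in each siCtl library. At 24 h, 34.5% of the kept reads were on TOP transcripts in both treatments (exact permutation test, two-sided, p = 0.9). At 48 h this share was 32.7% ± 0.340 (SD, n = 2) in siCtl and 30.4% ± 0.960 (SD, n = 2) in siLarp1 libraries, without overlap (exact p = 0.333, the smallest that 2 against 2 libraries allow).

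Larp1, the target of the siRNA, was lower in the siLarp1 libraries at both time points. Most of its reads were on the transcript ENSMUST00000178636.1 (mouse genome build GRCm38, chromosome 11, 58009064 to 58062034, 19 exons, 6617 nt). Scaled to the kept reads of each library (RPM), its abundance at 24 h was 81.7 ± 5.04 RPM (SD, n = 3) in siCtl and 32.4 ± 12.9 RPM (SD, n = 3) in siLarp1 libraries, which is 39.7% of the siCtl mean (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 libraries allow). These values rested on 22, 29 and 36 reads in siCtl and on 4, 6 and 3 reads in siLarp1 libraries. The limma fit of all genes gave a log2 fold change of −1.34 (SE 0.43) with a Benjamini-Hochberg adjusted p of 0.827. At 48 h Larp1 had 145.8 ± 32.1 RPM (SD, n = 2) in siCtl libraries, from 19 and 22 reads. Each siLarp1 library at 48 h held 3 reads, and the groups did not overlap (exact p = 0.333). The limma fit at 48 h gave an adjusted p of 0.252. The alternative that moved the fitted log2 fold change at 24 h most was the one with transcripts in place of genes, at −1.88, and the smallest change, −0.95, was that without the siLarp1 library 22. Over all alternatives the adjusted p ranged from 0.131 to 0.924 at 24 h and from 0.0138 to 0.410 at 48 h.

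**Figure D1:**
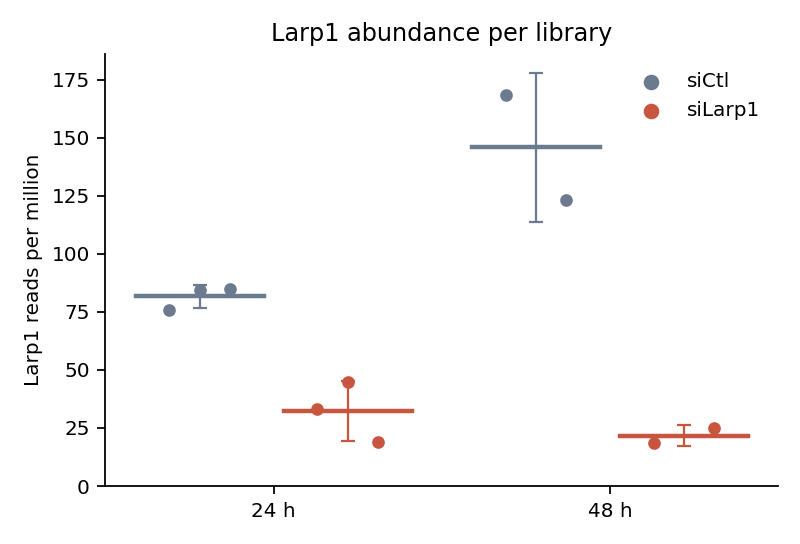
Larp1 abundance in RPM (vertical axis, starting at 0) in each library at 24 h and 48 h, with siCtl in grey and siLarp1 in red. Points are libraries, lines are means and bars are SD; the siLarp1 means were 32.4 at 24 h and 21.7 at 48 h, and each siLarp1 library lay below each siCtl library of its time point.

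The study described a build-up of short tails across the whole transcriptome at the earlier time point, more so in TOP mRNAs, and only in TOP mRNAs at the later one. In all transcripts at 24 h, the share of reads with <30-nt tails was 2.26% ± 0.141 (SD, n = 3) in siCtl and 2.84% ± 0.334 (SD, n = 3) in siLarp1 libraries, without overlap (exact permutation test, two-sided, p = 0.1). This rise weighs transcripts by their reads, and it was 0.125 percentage points with each transcript counted once (exact p = 0.8) and 0.477 with all quality tags (exact p = 0.3). In TOP transcripts the share was 1.84% ± 0.103 (SD, n = 3) and 3.06% ± 0.152 (SD, n = 3), also without overlap (exact p = 0.1). In non-TOP transcripts it was 2.49% ± 0.274 (SD, n = 3) and 2.72% ± 0.475 (SD, n = 3), with overlap (exact p = 0.6). Between libraries with the same number, which shared a barcode, the non-TOP differences were 0.155, 0.461 and 0.0828 percentage points for 19, 21 and 22 (exact permutation test within numbers, two-sided, p = 0.25, the smallest that 3 pairs allow), a comparison chosen after seeing the data. A small rise is thus not excluded. Without the siLarp1 library 21 the non-TOP difference was −0.0361 percentage points and the rise in all transcripts was 0.381 in place of 0.574 percentage points. Without both libraries 21 these values were 0.119 and 0.460. The log2 odds of a <30-nt tail in TOP relative to non-TOP transcripts rose by 0.63 (exact p = 0.1), without overlap. Groups of 3 and 3 libraries without a difference fail to overlap in 10% of cases, and groups of 2 and 2 in 33.3%.

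The share of <30-nt tails at 48 h in all transcripts was 2.89% ± 0.0979 (SD, n = 2) in siCtl and 3.79% ± 0.589 (SD, n = 2) in siLarp1 libraries, without overlap (exact p = 0.333). In TOP transcripts it was 2.56% ± 0.338 (SD, n = 2) and 4.26% ± 0.266 (SD, n = 2), without overlap (exact p = 0.333). In non-TOP transcripts the siCtl libraries had shares of 3.04% and 3.07%, and the siLarp1 libraries 24 and 25 had shares of 4.10% and 3.05%, so the groups overlapped (exact p = 0.667). The difference over all non-TOP transcripts at 48 h thus came from 1 library, and without it the difference was −0.00194 percentage points. Without that library the rise in all transcripts was 0.479 in place of 0.896 percentage points. Alternatives for the non-TOP difference at 48 h fell on both sides. With all quality tags it was 0.939 percentage points (exact p = 0.333), and with a barcode confidence of at least 0.9 it was 0.468 (exact p = 0.667). The log2 odds in TOP relative to non-TOP transcripts rose by 0.55 (exact p = 0.333).

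**Figure D2:**
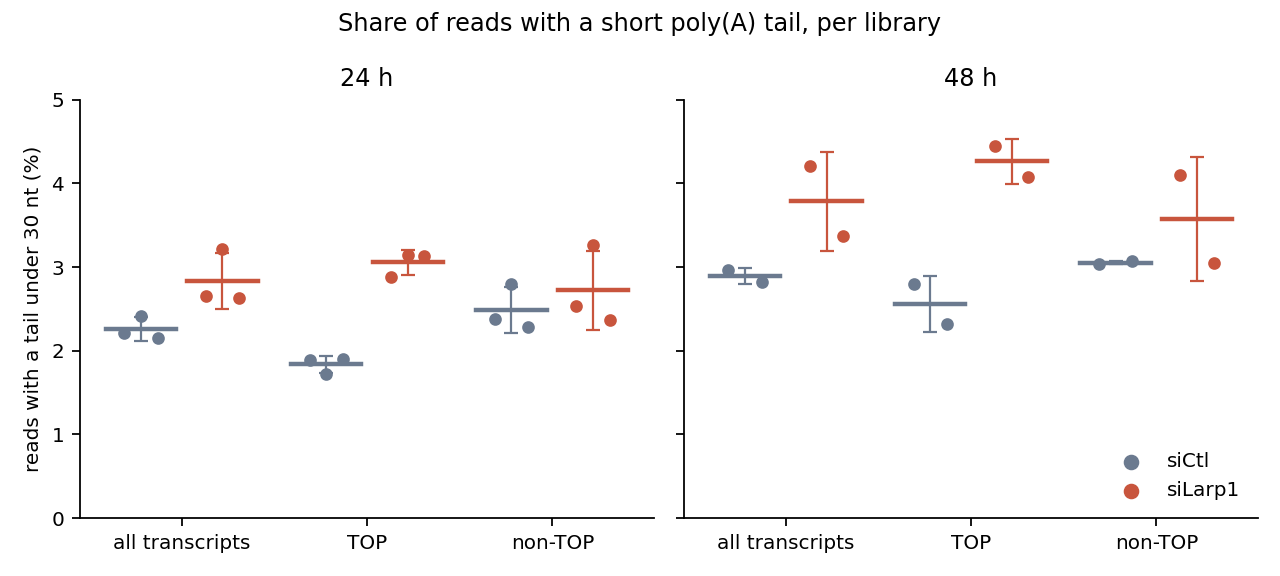
Share of reads with tails under 30 nt (vertical axis, %, starting at 0) per library, for all, TOP and non-TOP transcripts at 24 h and 48 h. Points are libraries, lines are means and bars are SD; TOP shares were 1.84% and 3.06% at 24 h and 2.56% and 4.26% at 48 h for siCtl (grey) and siLarp1 (red), while the non-TOP groups overlapped.

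A test over both time points permuted the treatment labels within each of them. The mean rise of the log2 odds in TOP relative to non-TOP transcripts was 0.59 (exact p = 0.0167, the smallest this test allows). After Benjamini-Hochberg adjustment over the 16 tests of this kind the p-value was 0.0667. At the smallest p, the adjusted value depends only on how many of the tests reach it. The mean rise of the <30-nt share was 1.46 percentage points in TOP and 0.735 percentage points in all transcripts, each with the same exact p-value of 0.0167 and the same adjusted value. In non-TOP transcripts it was 0.377 percentage points (exact p = 0.283, adjusted p = 0.504). The alternative that moved the log2 odds difference most within a time point was the use of non-TOP transcripts of matched length, which was chosen after seeing the data. TOP transcripts had a median annotated length of 755 nt and the non-TOP transcripts tested at 24 h one of 2229 nt. Against non-TOP transcripts matched on length the difference was 0.19 at 24 h (exact p = 0.1), or 30.6% of the value against all non-TOP transcripts. At 48 h it was 0.39 (exact p = 0.333), or 70.5% of that value.

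Because the lengths of TOP and other transcripts differed, the change was also computed within classes of annotated transcript length, chosen after seeing the data and without copies of ribosomal protein genes. In non-TOP transcripts of up to 700 nt the <30-nt share was 1.71% ± 0.187 (SD, n = 3) in siCtl and 2.45% ± 0.112 (SD, n = 3) in siLarp1 libraries at 24 h, without overlap (exact permutation test, two-sided, p = 0.1). Their share at 48 h was 2.30% ± 0.0830 (SD, n = 2) and 3.29% ± 0.206 (SD, n = 2), without overlap (exact p = 0.333). Over both time points the rise in this class was 0.865 percentage points (exact p = 0.0167, adjusted p = 0.0238 over 10 tests), and from 700 to 1000 nt it was 0.731 percentage points with the same p-values. In the classes above 1000 nt the non-TOP groups overlapped at both time points, and the mean rises were from 0.170 to 0.349 percentage points (exact p from 0.45 to 0.567, adjusted p from 0.556 to 0.567). TOP transcripts rose without overlap in each of the 5 classes at both time points, by 0.930 to 1.93 percentage points over both (exact p = 0.0167, adjusted p = 0.0238 in each class). The adjusted p is lower here than in the planned tests because a larger part of these tests reached the smallest p. It does not mark a stronger result.

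**Figure D3:**
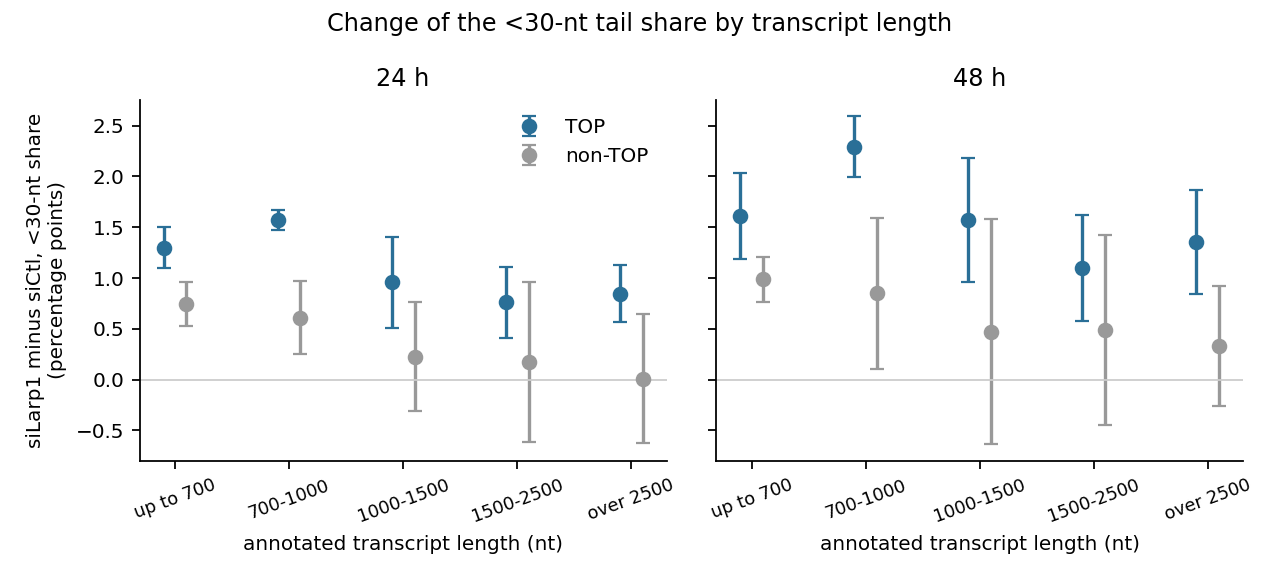
Difference in the share of <30-nt tails, siLarp1 minus siCtl (vertical axis, percentage points), by class of annotated transcript length (horizontal axis, nt), for TOP (blue) and non-TOP transcripts without copies of ribosomal protein genes (grey). Points are differences of group means and bars are the root of the summed squared SDs of both groups; non-TOP differences at 24 h ran from 0.742 up to 700 nt to 0.00668 above 2500 nt.

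The siLarp1 effects at 48 h and 24 h were compared directly. Cells for 48 h had been transfected again, so time and repeated transfection cannot be told apart here. The change of the log2 odds in TOP relative to non-TOP transcripts differed by −0.08 between the time points (exact permutation test, two-sided, p = 0.917, adjusted p = 0.933). The change of the <30-nt share differed by 0.322 percentage points in all transcripts (exact p = 0.717, adjusted p = 0.857). In TOP transcripts it differed by 0.486 percentage points (exact p = 0.633, adjusted p = 0.844), and in non-TOP transcripts by 0.288 percentage points (exact p = 0.75, adjusted p = 0.857). No difference between the time points passed the threshold in these measures. The permutations, however, presume no effect at either time point, and a rise at both widens the permuted differences. This test thus had little chance to detect a difference, and it does not show that the effects were alike.

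Over the whole distribution the median tail length of all transcripts was 103.0 nt in siCtl and 102.6 nt in siLarp1 libraries at 24 h (exact permutation test, two-sided, p = 0.8). That of TOP transcripts was 97.9 nt ± 2.69 (SD, n = 3) and 94.6 nt ± 1.07 (SD, n = 3), without overlap (exact p = 0.1). Among TOP transcripts at 48 h it was 91.3 nt and 91.5 nt (exact p = 1.0). The rise of <30-nt tails at 48 h was therefore not accompanied by a lower median.

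**Figure D4:**
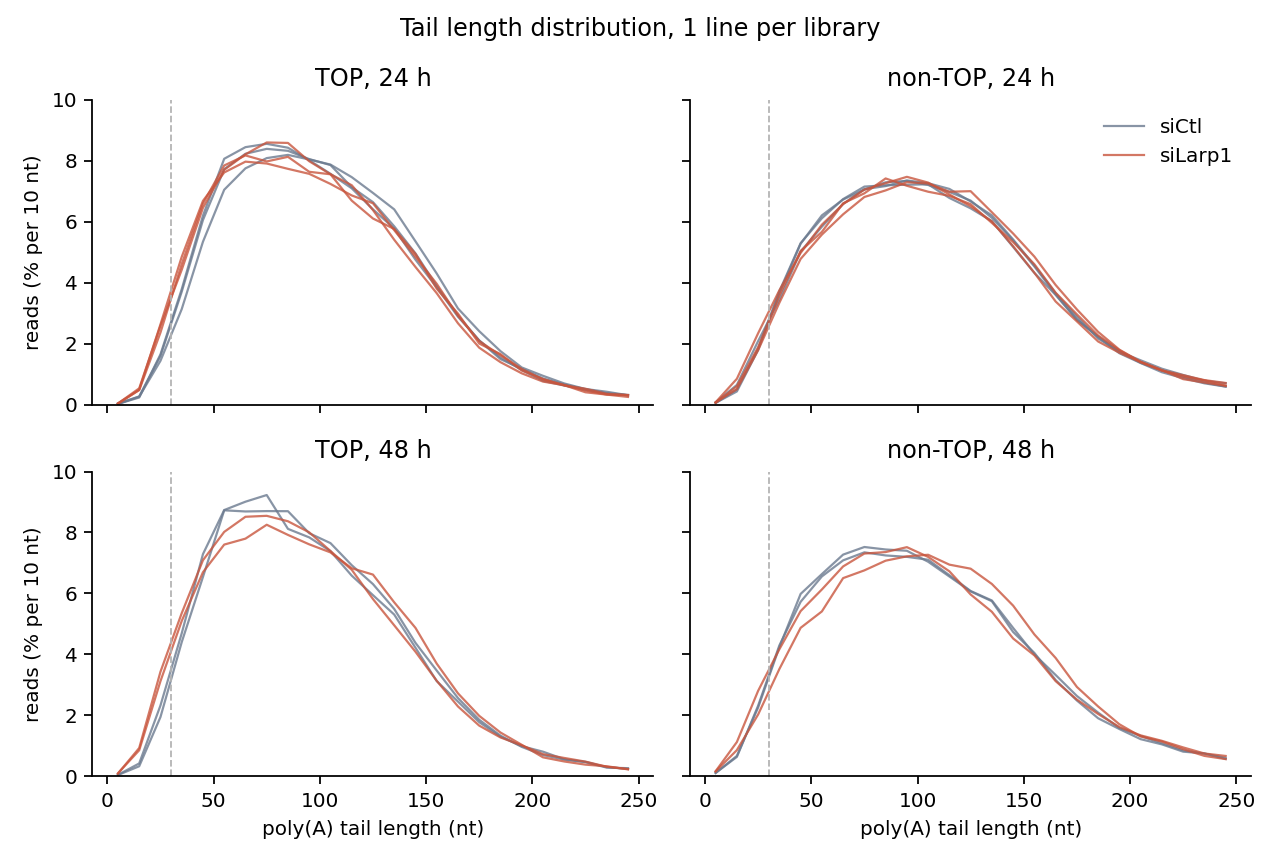
Distribution of tail lengths (horizontal axis, nt, up to 250) as the percentage of reads per 10 nt (vertical axis), with 1 line per library, siCtl in grey and siLarp1 in red. The dashed line marks 30 nt; summed below it, the share of TOP transcripts was higher in each siLarp1 than in each siCtl library of a time point, with means of 3.06% against 1.84% at 24 h.

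The fold change of the <30-nt proportion was computed for each transcript with at least 30 reads. At 24 h its median was 0.46 (log2) in 229 transcripts of 96 TOP genes and 0.00 in 4727 non-TOP transcripts (permutation test on ranks, two-sided, p = 1e-05, the smallest the permutations can give). It was above 0 in 70.3% of TOP and 34.8% of non-TOP transcripts, and below 0 in 18.3% of TOP and 43.7% of non-TOP transcripts. The mean share over non-TOP transcripts was nevertheless alike at 24 h, with 2.86% in siCtl and 2.87% in siLarp1 libraries. Depth was lower in each siLarp1 library, which can leave transcripts of few reads without a <30-nt read there. These percentages thus do not show that more non-TOP transcripts lost than gained short tails. The medians at 48 h were 0.50 in 195 TOP transcripts and 0.00 in 2392 non-TOP transcripts (permutation p = 1e-05). Of these, 73.3% and 45.2% were above 0, and 18.5% and 37.2% were below 0. The pseudocount of 0.1 percentage points moved the difference at 24 h most, to 0.65. Its difference at 48 h to non-TOP transcripts matched on length was 0.22 and no longer past the threshold (permutation p = 0.14). These tests count transcripts, which are not independent replicates.

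**Figure D5:**
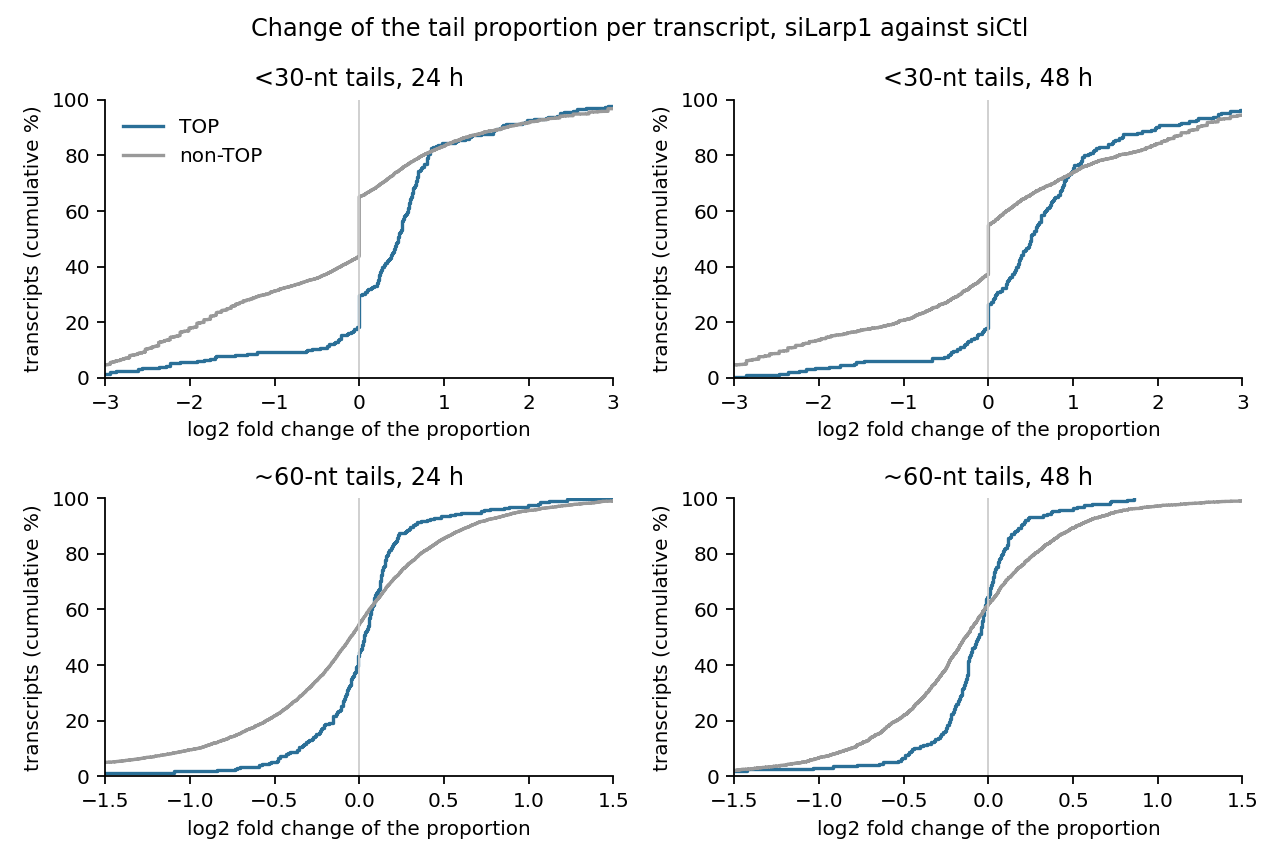
Cumulative percentage of transcripts (vertical axis) by the log2 fold change of their <30-nt or ~60-nt tail proportion, siLarp1 against siCtl (horizontal axis), for TOP (blue) and non-TOP (grey) transcripts. The curves go on beyond the plotted range; the median fold change of the <30-nt proportion was 0.46 and 0.50 for TOP transcripts at 24 h and 48 h and 0.00 for non-TOP transcripts.

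Tested one by one with limma on the log2 odds of a <30-nt tail, 0 of 4952 transcripts had a Benjamini-Hochberg adjusted p under 0.05 at 24 h. At an unadjusted p under 0.05, 500 were higher and 24 lower in siLarp1 libraries, where 248 in total were to be reached by chance. With libraries thinned to equal depth, 158 were higher and 76 lower of 2867 transcripts, where chance gives 143. The median change over all transcripts tested was 0.81, and after thinning 0.09, since the 0.5 added to each tally weighs more in libraries of lower depth. Adjusted over the list alone, 22 of 229 TOP transcripts were higher, and 8 after thinning. At 48 h 0 of 2587 transcripts passed in the limma fit (204 higher and 73 lower unadjusted), and adjusted over the list alone 19 of 195 TOP transcripts were higher. A difference between the time points was found by limma for 0 of 5843 transcripts (49 higher and 359 lower unadjusted), and in the logistic model for 0 of 2457 (54 higher and 41 lower unadjusted), so the lean to lower values in the limma fit was absent there. The fit recovered almost no simulated change in this class, so these counts do not show that transcripts were unchanged.

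Apart from leaving p-values unadjusted, the alternative that moved the count at 24 h most was the quasi-binomial logistic model, chosen after seeing the data. Among 1812 transcripts with at least 100 reads at 24 h, 32 had a higher <30-nt proportion at an adjusted p under 0.05 and 0 a lower one (27 lower unadjusted). Of these 32, 27 were TOP transcripts. The count depended on single libraries: it was 0 without the siCtl library 19 or the siCtl library 21, 9 without the siCtl library 22, and 3, 8 and 11 without the siLarp1 libraries 19, 21 and 22. With at least 30 reads, 22 of 3927 transcripts were higher, 21 of them TOP.

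Rps25 had the smallest adjusted p in the logistic model at 24 h (ENSMUST00000080300.8, chromosome 9, 44407139 to 44410427). Its <30-nt share was 0.692% ± 0.377 (SD, n = 3) in siCtl and 2.74% ± 0.542 (SD, n = 3) in siLarp1 libraries, a log2 odds change of 1.86 (SE 0.35, adjusted p = 0.000183 in the model with dispersions moderated by limma). The other 4 transcripts named by the rule were Rps27a, Rpl36, Rpl11 and Rpl13, with log2 odds changes between 0.86 and 1.73. Their shares rose to between 2.46% and 5.09% in siLarp1 libraries. The non-TOP transcripts among the 32, chosen here after their values were seen, were Mif, Snrpn, Ftl1, Wdr89 and the ribosomal protein gene copy Rpl9-ps6, of which Wdr89 and Rpl9-ps6 had overlapping groups.

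Rpl4 is the transcript that the study pointed out (ENSMUST00000034966.8, chromosome 9, 64173375 to 64178666, 10 exons, 1538 nt, 7382 reads). Its <30-nt share was 1.14% ± 0.269 (SD, n = 3) in siCtl and 2.65% ± 0.571 (SD, n = 3) in siLarp1 libraries at 24 h, without overlap (exact permutation test, two-sided, p = 0.1). At 48 h it was 1.47% ± 0.391 (SD, n = 2) and 3.84% ± 0.00993 (SD, n = 2), without overlap (exact p = 0.333). In the limma fit its adjusted p was 0.266 at 24 h and 0.319 at 48 h. In the logistic model with at least 100 reads, whose dispersions were moderated by limma, its log2 odds rose by 1.18 (SE 0.33, adjusted p = 0.0260) at 24 h, which makes it 1 of the 32 transcripts, and by 1.49 (SE 0.42, adjusted p = 0.184) at 48 h.

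The 5 TOP transcripts with the most reads had from 12962 to 21461 reads. Eef1a1 (ENSMUST00000042235.14, chromosome 9) had <30-nt shares of 0.535% ± 0.125 (SD, n = 3) in siCtl and 0.609% ± 0.323 (SD, n = 3) in siLarp1 libraries at 24 h, a difference within the spread between replicates. Without the siLarp1 library 21 its difference was −0.0382 percentage points. At 48 h its shares were 1.17% and 1.29%, and the groups overlapped. Rplp1 (ENSMUST00000008036.8, chromosome 9) rose from 0.616% to 1.06% at 24 h with overlap, and from 1.21% to 1.85% at 48 h without. Rplp0 (ENSMUST00000086519.11, chromosome 5) rose from 0.922% to 1.29% and from 1.98% to 3.17%. Rps12 (ENSMUST00000218107.1, chromosome 10) rose from 0.685% to 1.35% and from 1.14% to 2.45%. Rpl23a (ENSMUST00000102483.4, chromosome 11) rose from 2.51% ± 0.352 (SD, n = 3) to 4.01% ± 0.354 (SD, n = 3), and at 48 h from 2.58% ± 0.216 (SD, n = 2) to 6.71% ± 1.71 (SD, n = 2). The groups of Rplp0, Rps12 and Rpl23a did not overlap at either time point. Without the siLarp1 library 22 the 24 h difference of Rplp0 was 0.135 in place of 0.366 percentage points, and without the siLarp1 library 19 that of Rplp1 was 0.258 in place of 0.446. Without the siCtl library 25 the 48 h difference of Rplp1 was 0.211 percentage points and that of Rplp0 0.665, in place of 0.635 and 1.19.

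The share of reads with ~60-nt tails did not differ at 24 h in all transcripts beyond the spread between replicates, with 37.9% ± 1.08 (SD, n = 3) in siCtl and 37.8% ± 0.824 (SD, n = 3) in siLarp1 libraries (exact permutation test, two-sided, p = 0.8). In TOP transcripts it was 41.8% ± 2.03 (SD, n = 3) and 43.4% ± 0.610 (SD, n = 3) (exact p = 0.3), and the difference of 1.55 percentage points was 0.416 without the siCtl library 21. In non-TOP transcripts it was 35.9% ± 0.630 (SD, n = 3) and 34.9% ± 0.932 (SD, n = 3) (exact p = 0.3), and this difference was −0.470 percentage points without the siLarp1 library 22. The log2 odds in TOP relative to non-TOP transcripts rose by 0.16, without overlap (exact p = 0.1), and by 0.02 against non-TOP transcripts of matched length, the alternative that moved it most. In all transcripts at 48 h the share was 41.2% ± 0.683 (SD, n = 2) and 38.4% ± 2.00 (SD, n = 2), without overlap (exact p = 0.333). In TOP transcripts it was 46.4% ± 0.928 (SD, n = 2) and 44.7% ± 1.79 (SD, n = 2), with overlap (exact p = 0.667). In non-TOP transcripts it was 38.7% ± 0.604 (SD, n = 2) and 35.7% ± 2.22 (SD, n = 2), without overlap (exact p = 0.333). Without the siLarp1 library 25 the differences at 48 h were −1.37, −0.516 and −1.41 percentage points in all, TOP and non-TOP transcripts, in place of −2.78, −1.78 and −2.97.

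Over both time points the share of ~60-nt tails changed by −1.45 percentage points in all transcripts (exact permutation test within time points, p = 0.183, adjusted p = 0.419). It changed by −0.119 in TOP transcripts (exact p = 0.933, adjusted p = 0.933) and by −1.99 in non-TOP transcripts (exact p = 0.05, adjusted p = 0.16). The log2 odds in TOP relative to non-TOP transcripts rose by 0.12 (exact p = 0.0167, adjusted p = 0.0667). The median fold change per transcript was 0.03 in TOP and −0.05 in non-TOP transcripts at 24 h (permutation test on ranks, two-sided, p = 0.00551), and this difference did not pass the threshold against non-TOP transcripts matched on read number (0.02, permutation p = 0.31). The 48 h medians were −0.06 and −0.14 (permutation p = 0.0575). The limma fit called 0 of 4952 transcripts at 24 h (107 higher and 176 lower unadjusted), and 2 TOP transcripts adjusted over the list alone. At 48 h it called 0 of 2587 (31 higher and 122 lower unadjusted), and 0 adjusted over the list alone. The logistic model called 6 of 1891 transcripts at 24 h, all higher: Rps2-ps10, Rps12, Rps21, Gapdh, Rplp1 and, beyond the 5 of the rule, Rpl23a. The count was 0 without the siLarp1 library 19 and 10 without the siCtl library 22. For 48 h the model called 0 of 797 (12 higher and 50 lower unadjusted).

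In abundance, limma voom called 0 of 4800 genes at 24 h at an adjusted p under 0.05 (168 higher and 102 lower unadjusted), and 0 of the 96 TOP genes adjusted over the list alone. With the library number as a block, the alternative that moved this count most, the limma fit called 20 genes, 13 higher and 7 lower. Of these, 9 TOP genes were higher and 4 lower, and adjusted over the list alone 22 TOP genes passed. The 5 with the smallest adjusted p in the blocked fit were Rplp1 (log2 fold change 0.12, SE 0.02), Npm1 (−0.19, SE 0.03), Rps29 (0.19, SE 0.03), Rps12 (0.14, SE 0.02) and Eef1a1 (−0.11, SE 0.02), whose changes were small. Without the siCtl library 22 the fit without block called 8 genes. At 48 h limma voom called 0 of 2704 genes (70 higher and 65 lower unadjusted), and adjusted over the list alone 4 TOP genes, all lower. A different effect at 48 h and 24 h was found for 0 of 5858 genes (129 higher and 126 lower unadjusted).

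As a set, the TOP list changed by a median log2 fold change of −0.03 relative to other genes at 24 h (limma camera p = 0.262, fry p = 0.607), and the share of reads on TOP transcripts did not differ between the libraries (exact permutation test, two-sided, p = 0.9). At 48 h it changed by −0.18 (limma camera p = 5.52e-19), and 80 of the 96 genes were negative, while the exact p of the share of reads was 0.333, the smallest possible. Without the siLarp1 library 24 the value at 48 h was −0.12. Under fry, which is not an exact test, the call at 48 h did not hold in the planned fit (p = 0.0710) and held in 1 fit of all 10 libraries (p = 0.00368). The difference between the time points was −0.16 (limma camera p = 1.57e-14), and this call held under fry (p = 0.0122), but not in the exact permutation test of the share of reads per library (p = 0.15).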

Values the study reported

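For the siRNA and MHY1485 libraries, the study stated that between 146,734 and 557,313 reads were mapped per replicate, with a mean of 282,885. It stated that 90% of the reads had a barcode confidence above 0.75.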

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

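The tests of the explanations in this part were chosen after the results were seen.

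The TOP list was lower in abundance in siLarp1 libraries at 48 h and not at 24 h, and a test of the difference between the time points passed its threshold. The median log2 fold change relative to other genes was −0.03 at 24 h and −0.18 at 48 h, a difference of −0.16, and without the siLarp1 library 24 the value at 48 h was −0.12. In the limma fit the difference had a camera p of 1.57e-14 and a fry p of 0.0122, with 80 of the 96 genes negative. At the level of libraries the share of reads on TOP transcripts changed by 2.28 percentage points less at 48 h than at 24 h, and 18 of the 120 arrangements of labels gave a difference as large (exact permutation test, two-sided, p = 0.15). The signal thus rests on many genes in few libraries. Since the share hardly changed at 24 h, this exact test could hardly give a smaller p, however large the drop at 48 h. It therefore cannot decide whether the libraries show the signal beyond chance. Relative to non-TOP genes of matched length, the TOP list was still lower at 48 h, by −0.11. No spread was computed for this value, so it cannot decide whether short length is the whole cause. The matched genes themselves had a median of −0.03, so length can account for part of the value. Reads with a mapping quality of at least 30 gave −0.14, again without a spread. The lower value thus did not vanish when reads shared with near-identical copies were limited in this way. The 48 TOP genes below the median abundance of the list gave −0.21. This does not test whether a few abundant genes took most of the counts, since such genes would shift all other genes alike and leave the difference between the TOP list and other genes as it is. The design stays open as well. At 24 h the siCtl and siLarp1 libraries were in separate pools, so a difference between pools that offset a change at 24 h cannot be told apart from its absence. Cells for 48 h were also transfected again 24 h after the initial transfection, so time and repeated transfection cannot be told apart. A lower level of TOP mRNAs after longer loss of Larp1 may be a biological explanation, and was not tested.

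Reads on repeats were in the table and in none of the comparisons. Their share on LTR elements was higher in siLarp1 libraries, by 0.0565 percentage points over both time points (exact permutation test within time points, two-sided, p = 0.05). Over the 4 repeat classes looked at, the Benjamini-Hochberg adjusted p was 0.2, so the difference does not hold after correction. SINE elements changed by 0.0328 percentage points (exact p = 0.167, adjusted p = 0.333), LINE elements by −0.00600 (exact p = 0.75, adjusted p = 0.75) and DNA elements by −0.00125 (exact p = 0.633, adjusted p = 0.75). The LTR share, over 7958 reads, was 0.320% ± 0.0285 (SD, n = 3) in siCtl and 0.351% ± 0.0194 (SD, n = 3) in siLarp1 libraries at 24 h, with overlap (exact p = 0.3). At 48 h it was 0.423% ± 0.0161 (SD, n = 2) and 0.505% ± 0.0176 (SD, n = 2), without overlap (exact p = 0.333). Reads that also align to an annotated transcript are argued against as the cause, since reads with no such alignment gave 0.0559 percentage points (exact p = 0.0333). A single abundant element is argued against as well, since the value without the element with the most reads was 0.0524 percentage points (exact p = 0.05). Chance stays open, and a biological explanation was not tested beyond the treatment.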

How the results depend on the processing

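Of the alternatives below, the logistic model, thinning, mapping quality, 1 alignment per read, single sequencing runs, matching on length and leaving out copies of ribosomal protein genes were chosen after seeing the data. Over 46 results, 596 alternatives gave a value. Of these, 531 kept the direction and the side of the threshold, or stayed within the spread or within 1.5 times a count, 5 were weaker, 5 stronger, 38 moved and 17 reversed. For shares at a single time point no p-value can pass the threshold, so that only the direction is tested there. Where no cause is given below, the cause was not tested.

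The rise of <30-nt tails in TOP transcripts kept its direction at both time points under each alternative class limit, quality filter and omitted library. It reversed at 48 h as a median tail length, by 0.18 nt towards longer tails. By that measure all transcripts at 48 h (2.54 nt longer) and non-TOP transcripts (1.07 nt longer at 24 h, 3.26 nt at 48 h) reversed too, since the median follows the middle of the distribution. Across the fits that each left out 1 library, the non-TOP <30-nt difference ran from −0.0361 (without the siLarp1 library 21, against 0.119 without both libraries 21) to 0.412 percentage points at 24 h and from −0.00194 (without the siLarp1 library 24) to 1.04 at 48 h, and the ~60-nt difference of all transcripts at 24 h from −0.735 (without the siCtl library 21) to 0.342 (without the siLarp1 library 22), and was also above 0 without the siCtl library 19 (0.0983) or 22 (0.277). The ~60-nt difference of non-TOP transcripts at 24 h was 1.15 percentage points when these were matched on length. The ~60-nt log2 odds in TOP relative to non-TOP transcripts at 48 h were −0.0287 with each transcript counted once. In the test over both time points, the median of the transcripts' log2 odds gave 0.36 (exact p = 0.0833), against 0.59 (exact p = 0.0167, adjusted p = 0.0667), so that its unadjusted p was above 0.05. In percentage points the difference between the time points was 0.198 (exact p = 0.867), against −0.08 in log2 odds, and neither was past the threshold.

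The fold change of the <30-nt proportion at 48 h no longer passed the threshold against non-TOP transcripts matched on length (0.22, permutation p = 0.14). Leaving out 1 library at 48 h gave 0.37 to 0.68 for the <30-nt class and 0.0343 to 0.0699 for the ~60-nt class, where the lowest came without the siLarp1 library 25. The ~60-nt fold change at 24 h lost its call with a mapping quality of at least 30 (0.0549, permutation p = 0.139), matching on read number (0.0198, permutation p = 0.31) and matching on length (0.0510, permutation p = 0.188). At 48 h it gained one with a barcode confidence of at least 0.9 (0.0722, permutation p = 0.02) and with at least 100 reads (0.0879, permutation p = 0.00151).

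Counts of transcripts started from 0 in each case. For <30-nt tails at 24 h, limma gave 1 transcript with at least 100 reads (Rps27a), 2 in 1 fit of all 10 libraries (Rps27a and Rpl8), and 6 from percentages without weights. The logistic model gave 22 with at least 30 reads and 32 with at least 100 reads, and 524 transcripts had an unadjusted p of at most 0.05. For ~60-nt tails at 24 h there were 4 with at least 100 reads (Rps2-ps10, Gapdh, Rps12 and Rps21), 3 in 1 fit of all 10 libraries (Rps2-ps10, Rps12 and Gapdh), 1 after thinning (Rps2-ps10), 6 in the logistic model with either read minimum, and 283 unadjusted. For <30-nt tails at 48 h there were 4 from percentages without weights (Cdc45, Pla2g12a, Pmf1 and Zwint), 1 with at least 100 reads and 1 in 1 fit of all 10 libraries (Rps27a in both), 3 and 4 in the logistic model with at least 30 and 100 reads, and 277 unadjusted. For ~60-nt tails at 48 h 153 transcripts passed unadjusted. These genes were named after their values were seen. Percentages without weights treat transcripts with few reads like those with many, and the 4 transcripts called at 48 h had from 31 to 60 reads.

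For abundance at 24 h the count of 0 genes became 15 with at least 1 read, 2 with transcripts in place of genes (Gapdh and Atp5pb), 2 with all quality tags (Atp5pb and Hnrnpab) and 20 with the library number as a block. It ran from 0 to 8 genes across the fits that each left out 1 library, with 8 without the siCtl library 22. The block changed no other call over all transcripts at 24 h. Adjusted over the list alone, it gave 20 TOP transcripts in place of 22 for <30-nt tails. For ~60-nt tails it gave 4 in place of 2. At 48 h, where the numbers make only 2 pairs, the count became 17 with at least 1 read, 3 with all quality tags (Vmn2r97, D10Wsu102e and Rps14) and 4 with the block (D10Wsu102e, Rps14, Rps2-ps10 and Larp1). Larp1 at 48 h had a limma log2 fold change of −2.55 with at least 1 read (adjusted p = 0.0138) and of −2.55 with the block (adjusted p = 0.0176), where adjusted p over its alternatives ran up to 0.410. The TOP list at 24 h changed by −0.28 with at least 1 read (limma camera p = 0.000713, fry p = 0.888, neither an exact test), a setting that moved the median of all genes to 0.26, and by 0.00577 with at least 100 reads. Without 1 library it ran from −0.0341 to 0.00947, the latter without the siCtl library 21.

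Among named transcripts, leaving out 1 library moved the <30-nt difference of Eef1a1 from −0.0382 (without the siLarp1 library 21) to 0.259 percentage points at 24 h and from −0.219 (without the siLarp1 library 24) to 0.457 at 48 h, with −0.0343 without the siCtl library 25. Across these fits at 24 h, the differences of Rplp0 and Rplp1 went down to 0.135 (without the siLarp1 library 22) and 0.258 (without the siLarp1 library 19). A class limit of 25 nt gave 0.0577 for Rplp0, 0.256 for Rplp1 and 0.371 for Rpl4 at 24 h. A limit of 35 nt gave 1.15, 0.717 and 1.87, where the main values were 0.366, 0.446 and 1.51. At 48 h, leaving out 1 siCtl library moved Rpl4 (2.09 to 2.65), Rplp1 (0.211 to 1.06) and Rplp0 (0.665 to 1.72).

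At 48 h, leaving out a library puts 1 library in a group, so no counts were computed. The ribosomal protein list does not enter the counts of transcripts. Alternatives that cannot touch a result by construction were left out, such as mitochondrial reads for the TOP share. A count model as a second tool for abundance was replaced by limma with trend, as planned for a table without counts. Fewer simulated changes were recovered in the <30-nt class than in the ~60-nt class. For 4-fold changes at 24 h, the planned fit recovered 1% and the logistic model 10.1% in the <30-nt class. In the ~60-nt class each recovered 69.5%.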

Other observations

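The tests in this part were chosen after the results were seen, except for the splits of the libraries.

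Short non-TOP transcripts also gained <30-nt tails in siLarp1 libraries. Copies of ribosomal protein genes are argued against as the source, since the rise up to 700 nt at 24 h was 0.742 percentage points without them. A difference between pools is argued against, since the rise at 48 h within 1 pool was 0.987 percentage points. In that pool the treatments shared no barcode, with 1 and 3 in siCtl and 2 and 4 in siLarp1 libraries. An effect of the barcode therefore stays open at 48 h. A length bias of the separately prepared 24 h libraries is argued against by the 6 mitochondrial transcripts of up to 700 nt (22434 reads), whose <30-nt share changed by −0.125 percentage points (1.13% to 1.01%, exact permutation test, two-sided, p = 0.1). Loss of Larp1 may therefore raise the share of <30-nt tails on short transcripts beyond the TOP list, which is a hypothesis found and tested on the same data.

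The length of TOP transcripts may account for part of their larger rise in <30-nt tails. Against non-TOP transcripts of matched length the log2 odds difference was 0.19 at 24 h and 0.39 at 48 h. Without copies of ribosomal protein genes among the matched transcripts it was 0.22 at 24 h, with overlap (exact permutation test, two-sided, p = 0.2), and 0.45 at 48 h. For transcripts of up to 1000 nt (179 TOP transcripts) the matched difference over both time points was 0.25 (exact p = 0.0167), which argues against length as the whole cause there. Above 1000 nt (74 TOP transcripts) it was 0.48 (exact p = 0.05), with overlap at 24 h, from 13924 matched reads. The difference was also taken against all non-TOP transcripts of the same length class, without copies of ribosomal protein genes. It was 0.23 up to 700 nt, 0.58 from 700 to 1000 nt and 0.55 from 1000 to 1500 nt. Each of these had an exact p of 0.0167 and an adjusted p of 0.0278 over 5 classes. Above 2500 nt it was 0.65 (exact p = 0.0333, adjusted p = 0.0417, with overlap at 24 h). These values argue against length as the whole cause in these classes. From 1500 to 2500 nt it was 0.36 with overlap at 24 h (exact p = 0.05, adjusted p = 0.05), so length remains open there. At each single time point the number of libraries keeps length and the TOP motif from being told apart. Reads shared with near-identical copies are argued against, since reads with a mapping quality of at least 30 gave 0.60 at 24 h and 0.56 at 48 h.

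At 24 h the treatments were in separate pools, and the pool could raise the <30-nt share by itself. A general difference between the libraries is argued against by mitochondrial transcripts, whose <30-nt share changed by −0.101 percentage points at 24 h (1.63% to 1.53%, exact permutation test, two-sided, p = 0.4). At 48 h, within 1 pool, it changed by 0.427 percentage points, with overlap (exact p = 0.667). Drift between runs at 24 h is argued against by the range of the TOP share between runs of 1 group. At 24 h this range was at most 0.169 percentage points, where the treatments differed by 1.28. The RNA standards leave a shift in the tail estimate open: between the libraries numbered 22 the median difference over 5 standards was 2.13 nt, with 3 longer and 2 shorter in siLarp1. A difference between pools that spares mitochondrial transcripts cannot be told apart from the treatment at 24 h.

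In each of the 3 pools the library with barcode 2 had the highest <30-nt share of non-TOP transcripts, exceeding the mean of the others by 0.465, 0.808 and 1.05 percentage points. Chance alone puts the same barcode, named beforehand, highest in all pools with a probability of 0.0278, and here it was named afterwards. Short-tailed reads given the wrong barcode are argued against, since at a barcode confidence of at least 0.9 the smallest excess was 0.328 percentage points, where the other libraries of that pool spanned 0.286. Molecules ligated inside the transcript are argued against, since reads ending within 100 nt of the annotated end still had a smallest excess of 0.401 percentage points. At 48 h the barcode 2 library is the siLarp1 library 24. With PASS estimates and the 30 nt limit it alone carried the difference over all non-TOP transcripts, which an effect of the barcode could explain. In non-TOP transcripts of up to 700 nt, without copies of ribosomal protein genes, the groups at 48 h did not overlap. Their shares were 2.30% ± 0.0830 in siCtl and 3.29% ± 0.206 in siLarp1 libraries (SD, n = 2), so library 24 alone did not carry that rise. From 700 to 1000 nt the groups did not overlap either, while above 1000 nt they overlapped. No biological explanation was tested.

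Mitochondrial reads had tails over 90 nt in 11.7% of cases in the libraries numbered 22 (siCtl and siLarp1) and in 4.68% in the other 24 h libraries. The share was higher in both for 7 of 8 mitochondrial transcripts. A longer tail estimate in these libraries as a whole is argued against by nuclear reads, whose share over 90 nt differed by 0.337 percentage points. Nuclear reads assigned to mitochondrial transcripts are argued against, since at a mapping quality of at least 30 the difference was 5.82 percentage points. Barcode 3 is shared by both libraries and could be the source. The 48 h library with barcode 3 had 5.09% (95% Wilson interval 4.56% to 5.68%), but it is 1 library of another pool, so barcode and culture cannot be told apart. No biological explanation was tested.

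Other splits of the 6 libraries at 24 h into 3 and 3 were counted for each fit. In the planned fits of <30-nt and ~60-nt tails, and of abundance, 10 of the 10 splits gave as many calls, since the real count was 0. For abundance another split, with the siCtl libraries 19 and 22 and the siLarp1 library 22 on one side, gave 10 genes. In the logistic model 1 of the 10 splits, the real one, gave as many <30-nt transcripts with at least 100 reads, where the others gave up to 3. The real split was also the only 1 of 10 with at least 30 reads, where the others gave 0, and the only 1 of 10 for ~60-nt tails, where the others gave up to 2. With the library number as a block, 1 of the 4 splits that part all pairs gave as many genes in abundance, and the others gave 0. A share of 0.1 is the smallest that 10 splits can give.

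In each pool 1 library held most of the reads of the RNA standards. The study listed a mix of standards among the components of the barcode ligation and used standards to check how well barcodes were separated. Why their reads were so uneven between libraries was not tested. The share in the other libraries of the pool was 6.46% of 542 reads in the siCtl pool (95% Wilson interval 4.68% to 8.85%), 4.02% of 199 in the siLarp1 pool (2.05% to 7.73%) and 11.6% of 164 in the 48 h pool (7.54% to 17.4%). In the siCtl library 22 the standards named 64 and 128 had median tails of 58.3 and 59.1 nt, and the standard named 256 had 110 nt. The study's list of standards has none named 128 or 256, and some of its standards were given their tails in vitro. These names need not be true tail lengths, so the values do not show that tails were underestimated.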
